A study of Mus musculus with 40 samples. Its data were reported in "Maternal Nutrition Induces Pervasive Gene Expression Changes but No Detectable DNA Methylation Differences in the Liver of Adult Offspring" (2014).

How the data were processed

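DNA from the liver of 9-week-old male C57BL/6J mice was treated with bisulfite, which converts unmethylated cytosine but leaves methylated cytosine unchanged, and selected loci were amplified by PCR, barcoded per animal and sequenced. The authors aligned the reads and called methylation with Bismark, whose version is not stated. They deposited 1 table with the count of methylated reads and the count of all reads per CpG and animal, and 1 table with the methylated fraction of the reads. The deposited fraction differed from the ratio of the deposited counts by at most 5e-16 over 11071 values. Every count above 0 was at least 100 reads, so values at lower depth had been removed before deposition or had not been produced. The genome build of the tables is not stated. All 300 positions were cytosines of a CpG in the mouse build NCBIM37, which was used with the GENCODE M1 annotation for the coordinates and genes given here. The sequence and exact position of the Lepr locus are not reported here.

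Animals were grouped by the diet of the dam and the diet after weaning, each low fat (LF) or high fat (HF), as the sample labels give them. The groups are written with the maternal diet first: LL, HL, LH and HH. Values were present for 39 of the 40 animals of the series; HL replicate 1 was not analysed here. Of the columns that hold values per animal, 0 were left unused. CpGs within 1000 bp of each other were taken as 1 locus and named for the gene they lie in or next to, which gave 22 loci with more than 1 CpG and 1 isolated CpG. No pair of libraries was a duplicate: the closest pair differed by a mean of 0.807 points per CpG.

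Methylation was computed as 100 times methylated reads over all reads. Following the filter in the study's methods, CpGs with at least 10 reads in at least 36 animals were tested, which left 253 CpGs at 19 loci and removed 47 CpGs. In each of the 4 pairwise comparisons, Student's t-test was used where both groups had 10 values, and an exact permutation test of the difference in means where either group had fewer. All tests are 2-sided unless stated, and p-values were adjusted by the Benjamini-Hochberg method within a comparison at a threshold of 0.05. The same tests were applied to the locus mean, the mean over the tested CpGs of a locus. The exact p-value is double the smaller tail of the permutation distribution. It had first been computed as the share of splits with an absolute difference at least as large. The definition was changed after results under the first one had been seen, when a test on simulated data showed that it differed from the scipy implementation for groups of unequal size. Both were run, and no count at the adjusted threshold changed.

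The maternal by post-weaning interaction, and the maternal term over both post-weaning diets, were tested by F tests in linear models of all 4 groups. Depth was compared by a permutation test with 100000 resamples. The size of difference that the design could call was simulated by resampling residuals of the animals, adding a fixed difference to 1 locus in 1 of 2 groups of 10 and repeating this 200 times. In that simulation the t-test was used throughout.

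Alternatives fixed before the data were examined were the Wilcoxon rank-sum test, the exact permutation test at every site, a quasi-binomial model of the reads, limma on log2((methylated reads + 1)/(unmethylated reads + 1)), coverage minima of 1, 30 and 100 reads, a value in all animals, reads pooled over a locus, adjustment over all 4 comparisons together, 10000 permutations for the model terms, and leaving out each animal. Alternatives chosen after seeing the data were a minimum of 1000 reads, only CpGs with a mean of 2 to 98%, a value in at least 5 animals of each group, the first definition of the exact p-value, and runs of animal numbers as a block in the post-weaning comparisons. CpGs and loci named in the text follow a rule fixed beforehand: in each comparison the CpG and the locus with the smallest p-value and those past the adjusted threshold, and for levels the 3 highest and 3 lowest loci and the loci of the imprinted genes Igf2, Peg3 and Plagl1. Other names are to be read as chosen after their values were seen, although not all are marked so. They include the CpG with the largest difference in each comparison.

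The pairwise and model tests were tested on simulated data in which 40 of 253 CpGs were changed by 10 points in HL. The main test called 37 of the 40 in HL vs LL, with 2 of the 213 unchanged CpGs called. The linear models called fewer, 26 of the 40 for the interaction and 16 of the 40 for maternal diet over both post-weaning diets, where the change in HL alone is diluted, with 1 and 2 of the 213 unchanged CpGs called. The quasi-binomial model gave an unadjusted p under 0.05 at 6.72 to 9.39% of unchanged CpGs in the 4 pairwise comparisons, so its unadjusted counts are to be read against more than 5%. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, R 4.3.3 and limma 3.58.1. Median depth per CpG ranged from 4010 to 18485.5 reads between animals. PCR reads without molecular identifiers are not independent molecules, so the 95% Wilson intervals cover counting error only.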

Results

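Bisulfite amplicon sequencing measured methylation at 300 CpGs in the liver of male mice whose dams were fed an LF or HF diet and which were themselves fed an LF or HF diet after weaning. Positions are given in the mouse build NCBIM37. Values were analysed for 10 LL, 9 HL, 10 LH and 10 HH animals. The sum of reads over CpGs ranged from 1530126 in LH replicate 8 to 15531697 in LL replicate 5, and 231 to 298 CpGs had a value per animal. Median depth did not differ between groups in any of the 4 comparisons (permutation p from 0.236 to 0.843). Counting error was small against the spread between animals at the median locus, where the variance between animals was 28.6 times the binomial variance. This ratio ranged from 3.54 at Rxra to 811 at Pck1. It was 3.71 at Plagl1, where counting error is a larger part of the spread.

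Of the 19 tested loci, 10 had a mean methylation level under 2% and 9 a higher one. The highest levels were at Irs1_a (94.5% ± 1.21, SD, 39 animals), Nr1i2 (94.3% ± 0.509, 38 animals) and Lep (66.0% ± 3.51, 39 animals). Irs1_a, the first of 2 loci in Irs1, lay in a coding exon (chromosome 1, 82285756 to 82285857), Nr1i2 upstream of its gene (chromosome 16, 38296356 to 38296422) and Lep upstream of its gene (chromosome 6, 29009955 to 29010069). The lowest levels were at Nr1h2 (0.687% ± 0.105), Srebf2 (0.696% ± 0.120) and Srebf1 (0.736% ± 0.0732), each over 39 animals. Imprinted genes carry different methylation on the copies inherited from each parent. Plagl1 (chromosome 10, 12810372 to 12810570, ENSMUSG00000019817.11), at its gene start, had a level of 51.2% ± 4.09 and Peg3 (chromosome 7, 6682916 to 6683052), in its 5′ UTR and an intron, 46.8% ± 3.08, both over 39 animals. Igf2 (chromosome 7, 149846969 to 149847104, 5′ UTR) had a level of 3.50% ± 0.449 in 28 animals, too few to be tested. Of the alternatives, only restriction to CpGs of 2 to 98%, chosen after seeing the data, moved a level by more than 1 SD between animals, at Lepr to 8.52% and at Nr1h3 to 3.13%.

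**Figure D1:**
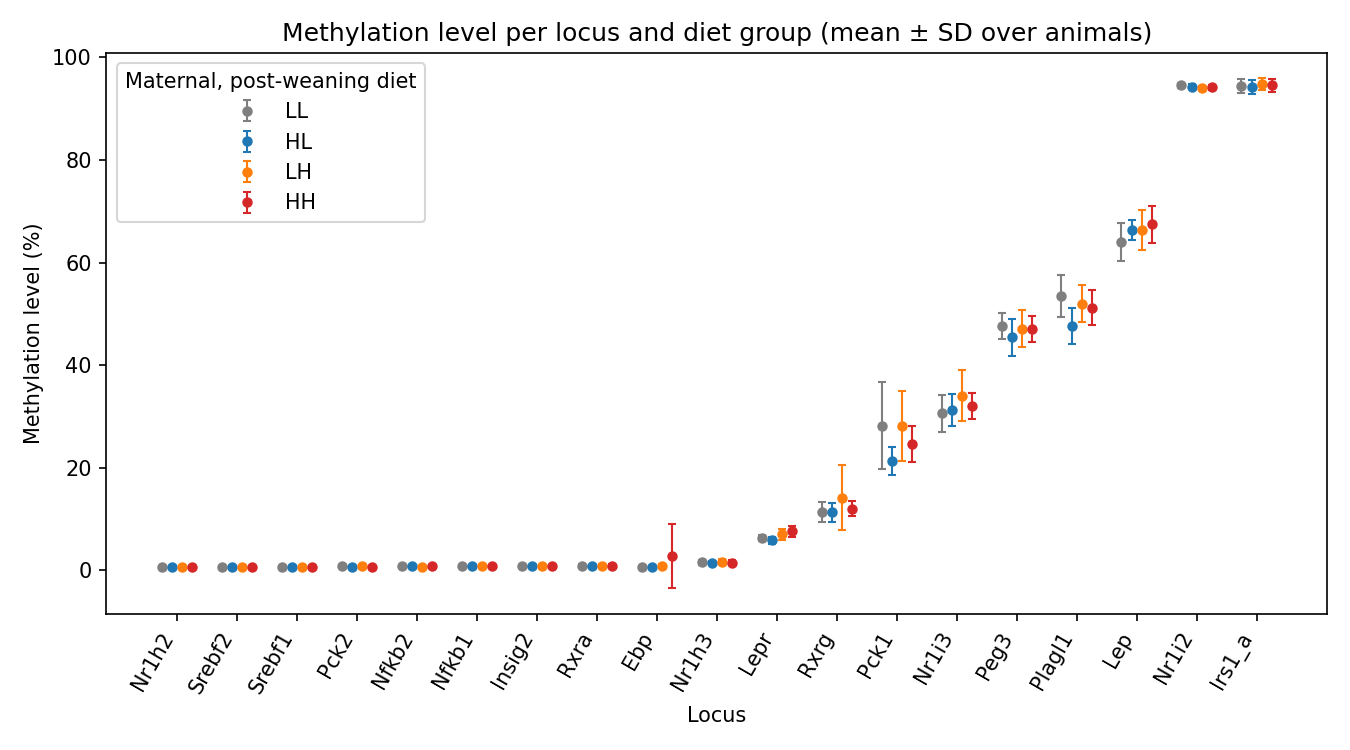
Methylation level (%) of each tested locus, as the mean and SD over the animals of each group. The 10 loci on the left lie under 2%, and the wide bar at Ebp in HH comes from 1 animal at 20.8%.

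The effect of maternal diet in offspring fed the LF diet was tested by HL vs LL. Maternal diet was given to dams, and the labels name no dam or litter. All tests of maternal diet treat animals as independent, so their p-values are too small where litter mates are alike. No CpG passed the adjusted threshold (0 of 253), while 37 had an unadjusted p under 0.05, 28 of them lower in HL, against 12.65 expected by chance. All 17 CpGs of Plagl1 were among these 37. The smallest p was at Plagl1_7 (chromosome 10, 12810440), where methylation was 46.3% ± 3.41 (SD, 9 animals) in HL and 52.5% ± 3.35 (10 animals) in LL, at a median of 741.5 reads. The difference of -6.19 points had an exact permutation p of 0.00141 and an adjusted p of 0.111, and 8 of the 9 HL animals lay under the LL median. Among loci, 0 of 19 passed and 2 had an unadjusted p under 0.05. Plagl1 was first, with 47.7% ± 3.53 in HL and 53.5% ± 4.04 in LL, a difference of -5.81 points (exact permutation p 0.00435, adjusted p 0.0827, lower in 8 of 9 HL animals), at a median of 784.5 reads per CpG. The largest difference at a single CpG was -8.00 points at Pck1_2. Single animals decided the outcome: without HL replicate 7, 11 CpGs and 1 locus passed, and without LL replicate 6, 5 CpGs and 1 locus passed, all in Plagl1. The adjusted p of Plagl1 ranged from 0.0122 to 0.175 over all alternatives other than limma, which this range leaves out. Without LL replicate 9, 4 loci had an unadjusted p under 0.05. Among the alternatives fixed beforehand, the largest change without leaving out an animal was in the CpGs with an unadjusted p under 0.05, which dropped to 19 where a value in all animals was required. This setting keeps only Plagl1_8 and Plagl1_9 of the 17 Plagl1 CpGs, since the others had values in 38 animals. Much of the drop is therefore by construction.

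The effect of maternal diet in offspring fed the HF diet was tested by HH vs LH. No CpG passed the adjusted threshold (0 of 253), and 7 had an unadjusted p under 0.05, fewer than the 12.65 expected by chance. Srebf1_10 (chromosome 11, 60033905, intron, median 52070 reads) had the smallest p, with 0.613% ± 0.200 in HH and 0.405% ± 0.105 in LH (Student's t-test p 0.00937, adjusted p 0.859, higher in 8 of 10 HH animals), a difference of 0.208 points. None of the 19 loci passed, and 0 had an unadjusted p under 0.05. Nfkb2 was first, with a difference of 0.0780 points (p 0.109, adjusted p 0.690, higher in 9 of 10 HH animals). The largest difference at a CpG was -4.48 points at Pck1_5. Under the quasi-binomial model 15 CpGs had an unadjusted p under 0.05, although in simulated data for this comparison it put 6.72% of unchanged CpGs there. Without HH replicate 4 there were 2, and without LH replicate 3 there were 4. Without LH replicate 2, or without LH replicate 7, 1 locus had an unadjusted p under 0.05.

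The effect of post-weaning diet in offspring of LF dams was tested by LH vs LL. No CpG passed the adjusted threshold (0 of 253), and 20 had an unadjusted p under 0.05. First among them was Nr1h2_1 (chromosome 7, 51809249, 5′ UTR, median 7088 reads), with 0.836% ± 0.389 in LH and 0.394% ± 0.122 in LL (Student's t-test p 0.00303, adjusted p 0.525, higher in 9 of 10 LH animals). Among loci, 0 of 19 passed and 1 had an unadjusted p under 0.05. This was Nr1i2, with a difference of -0.590 points (exact permutation p 0.0109, adjusted p 0.207, lower in 9 of the 9 LH animals with a value). The largest difference at a CpG was 5.36 points at Lep_11. Under the quasi-binomial model 29 CpGs had an unadjusted p under 0.05, although in simulated data for this comparison it put 8.30% of unchanged CpGs there. Leaving out 1 animal at a time gave from 1 to 4 loci with an unadjusted p under 0.05, the highest without LH replicate 1.

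The effect of post-weaning diet in offspring of HF dams was tested by HH vs HL. No CpG passed the adjusted threshold (0 of 253), and 32 had an unadjusted p under 0.05, 28 of them higher in HH, with 12 in Plagl1 and 10 in Lepr. Without HL replicate 5 there were 21. Lepr_4 (chromosome 4, upstream, median 3759 reads) had the smallest p, with 12.8% ± 1.43 in HH (10 animals) and 9.68% ± 1.57 in HL (9 animals). The difference of 3.08 points had an exact permutation p of 0.000758 and an adjusted p of 0.113, and all 10 HH animals lay above the HL median. Where a value in all animals was required, which leaves out most Plagl1 CpGs, 18 CpGs had an unadjusted p under 0.05. Without HH replicate 1, 2 CpGs passed, Lepr_1 and Lepr_7. The largest difference at a CpG was 6.65 points at Lepr_1.

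At the level of loci, 1 of 19 passed the adjusted threshold in HH vs HL, and 3 had an unadjusted p under 0.05, which dropped to 1 without HL replicate 9, HH replicate 2 or HH replicate 5. Lepr, the leptin receptor gene (chromosome 4, at the gene start and in the 5′ UTR, ENSMUSG00000057722.10), had a methylation of 7.59% ± 0.993 in HH and 5.84% ± 0.746 in HL. The difference of 1.75 points had an exact permutation p of 0.000693 and an adjusted p of 0.0132, and 9 of 10 HH animals lay above the HL median. The call was lost under the quasi-binomial model of the reads (adjusted p 0.0746) and when p-values were adjusted over all 4 comparisons together (adjusted p 0.0527). Over the alternatives without a block, and with limma left out, the adjusted p ranged from 0.00313 to 0.0746. Males of a cage were divided between the post-weaning diets, and animal numbers fall into runs that cross these diets, although the labels do not say that a run is a cage. Within the 3 runs that hold both groups (12 animals), an alternative chosen after seeing the data, the difference at Lepr was 0.920 points (exact permutation p 0.125, adjusted p 0.831). It was -0.815, 0.734 and 2.45 points in the separate runs. Median depth at the locus was 4954 reads. In LH vs LL the difference at Lepr was 0.742 points (Student's t-test p 0.0639, adjusted p 0.405, higher in 8 of 10 LH animals). Within the 2 runs that hold both of these groups (10 animals) it was 1.71 points (exact permutation p 0.02, the smallest possible there, adjusted p 0.127). Nfkb2 (-0.154 points) and Ebp (0.129 points) had the same p and adjusted p within these runs, so this p is not particular to Lepr. Within the same 2 runs the difference at Nr1i2, first among loci in LH vs LL, was -0.106 points in place of -0.590 (exact permutation p 0.64, adjusted p 0.939), and it was -0.140 points in these 10 animals without the block. The interaction at Lepr had a p of 0.0762 (adjusted p 0.634), so the post-weaning difference was not shown to depend on the maternal diet.

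**Figure D2:**
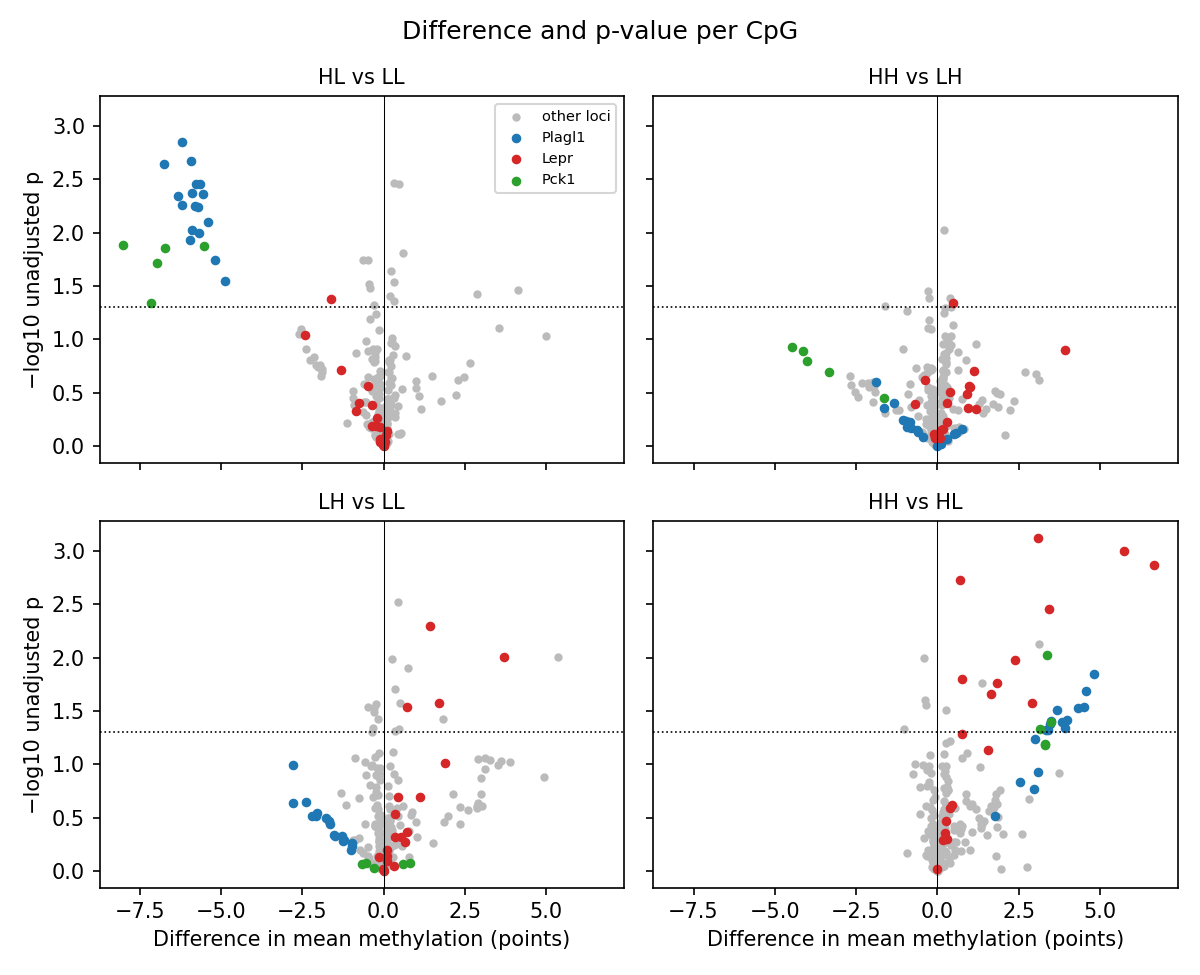
Difference in mean methylation (points) against the unadjusted p-value (−log10) for each of the 253 CpGs in each comparison, with 3 loci in colour and a dotted line at a p of 0.05. All CpGs of Plagl1 and Pck1 lie to the left in HL vs LL. In HH vs HL all of these and 18 of the 19 CpGs of Lepr lie to the right.

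Whether the maternal effect differed between post-weaning diets was tested by the interaction term over all 39 animals. No CpG passed (0 of 253) and 17 had an unadjusted p under 0.05. Plagl1_7 had the smallest p, with an interaction of 6.29 points (p 0.00800, adjusted p 0.660), and the unadjusted count was 4 where a value in all animals was required. Over both post-weaning diets, maternal diet changed 0 of 253 CpGs past the adjusted threshold, with 30 at an unadjusted p under 0.05. Nr1h2_9 had the smallest p, with a difference of 0.318 points between offspring of HF and LF dams (p 0.000711, adjusted p 0.180, higher in 17 of 19 animals of HF dams). Among loci, 0 of 19 passed and 2 had an unadjusted p under 0.05, of which Pck1 had the smaller p, with a difference of -5.15 points (p 0.0101, adjusted p 0.125, lower in 14 of 19 animals of HF dams). Where a value in all animals was required, 14 CpGs had an unadjusted p under 0.05 for maternal diet. That setting leaves out most Plagl1 CpGs, which lowers this count and the count of 4 for the interaction.

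**Figure D3:**
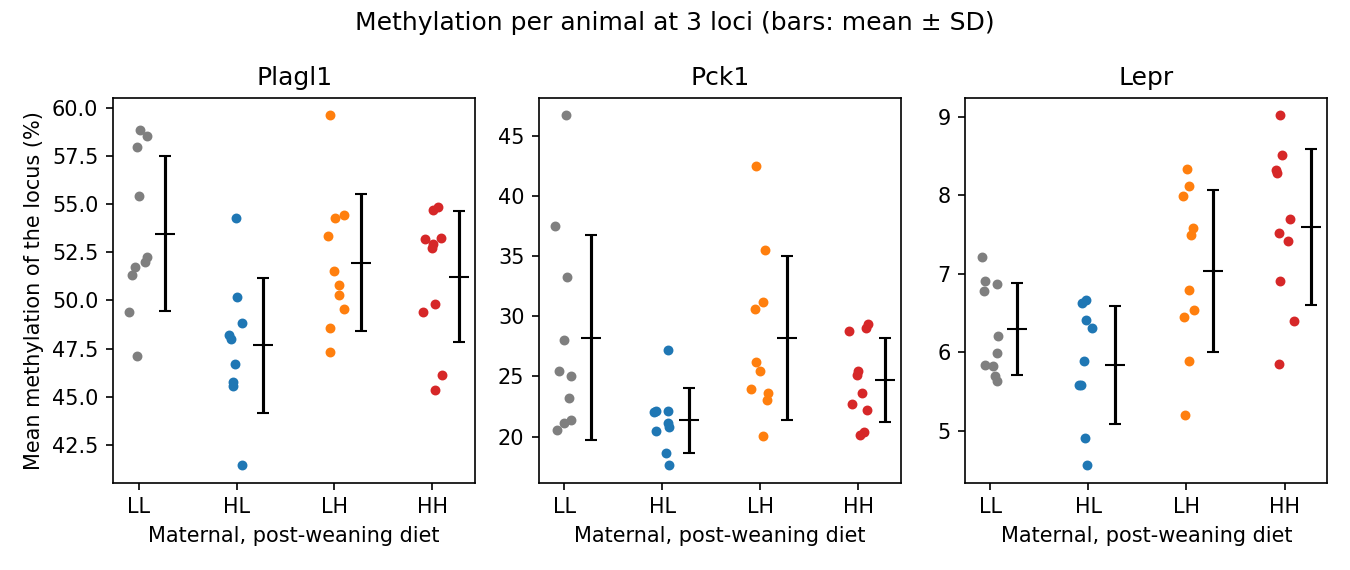
Mean methylation (%) per animal at Plagl1, Pck1 and Lepr in the 4 groups, each point 1 animal, with the mean and SD beside them. Pck1 was chosen after its values were seen, and the groups overlap at all 3 loci.

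In simulated comparisons of 2 groups of 10 animals, a difference of 8 points shared by all CpGs of a locus was called at 84.0% of CpGs where the locus mean was 2% or more, and 2 points at 85.2% of CpGs where it was lower. For locus means the corresponding differences were 8 points (called in 91.5% of simulations) and 1 point (89.0%). At the loci with a mean of 2% or more, a difference of 2 points was called at 20.3% of CpGs. On average over these loci, differences of that size were therefore mostly not detectable in this design. These shares are averages over loci with unlike spread, from an SD between animals of 0.509 at Nr1i2 to 6.37 at Pck1. They hold for no single locus: the Lepr mean was called at 1.75 points in HH vs HL.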

Values the study reported

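The study reported that 22 loci were amplified from the bisulfite-treated liver DNA of 40 male offspring, with 10 animals for each combination of maternal and post-weaning diet. It stated that no single CpG at these loci differed significantly between groups once multiple testing was taken into account.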

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

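The tests of Ebp in HH replicate 1, the division of outlying values by the size and direction of their gap, and the tests at CpGs outside the tested set were chosen after the values were seen.

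In 80 groups of values, 10 had an animal far from the others, where chance would give about 4. The largest was Ebp, an X-linked gene, in HH replicate 1, at 20.8% against at most 1.59% in any other animal. Its lower bound was 15.3% in the 95% Wilson interval of CpG Ebp_5, so counting error does not account for it. Incomplete conversion of the whole library is also argued against by the other 9 loci under 2%, of which Insig2 had no value in this animal. At the rest the animal deviated by 0.0944 points from the median animal, within the range of the others (up to 0.220). Few template molecules could give such a value, and depth does not decide it: the animal ranked 39 of 39 from the lowest in reads at Ebp, but PCR can give many reads from few templates. DNA from a female animal in the sample might raise an X-linked locus alone, but Ebp was the only X-linked locus, so the value of 20.8% cannot be told apart from the other open explanation. No biological explanation was tested. Without this animal the HH mean was 0.795% ± 0.161, in place of 2.80% ± 6.33.

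At loci, 8 other values lay apart. Nr1i2 in HL replicate 4 was 93.1%, Irs1_a in LH replicate 7 was 91.7%, and Pck1 in HL replicate 4 was 27.2%. The others were Pck2 in HH replicate 7 (0.478%), Rxra in LL replicate 10 (1.81%), Nr1h3 in HH replicate 5 (2.54%), Nr1h2 in HL replicate 8 (1.05%) and Ebp in LH replicate 5 (1.59%). The gap to the nearest animal was set against the binomial standard error of the locus means, with the counting errors of CpGs correlated as their residuals were across animals, without the animal farthest from its group. With Ebp in HH replicate 1, 8 of the 9 values had a gap over 2 standard errors, the smallest being 2.43 at Nr1h3, so counting of independent reads does not account for them. Ebp in LH replicate 5 had the smallest gap, 1.26 standard errors, which counting error could give. The standard error was redefined after results had been seen. Under the first definition, the error of a single CpG, only 4 gaps were over 2 (Nr1i2, Irs1_a, Pck1 and Ebp in HH replicate 1), and with correlations over all animals the same 8 were. PCR reads are not independent molecules, so the smaller gaps are less certain than these counts make them. The 9 values came from 8 animals. Incomplete conversion can only raise a value, so it was tested for the 6 values that were the highest of their group: 0 of the 6 came from an animal above all others at the other loci under 2%, which argues against incomplete conversion of the whole library for these. In 3 of the 9 cases the animal had the fewest reads of its group at the locus, so low depth stays open for those 3. No biological explanation was tested, since each is a single animal within its group.

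Median depth per CpG in LH replicate 10 was 12920 reads, against at most 8894 in the rest of its group, and no explanation was tested for it.

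Methylated reads were also present at CpGs outside the tested set. Unconverted cytosine alone gives some, so their presence is no sign of methylation. Igf2 had a level of 3.50% in 28 animals. The single CpG on chromosome 4 at position 136020243, downstream of 6030445D17Rik, had 13.1% in 4 animals, from 488 reads. The highest tested locus under 2% other than Ebp was at 1.57%, which any value over 2% exceeds by construction. Incomplete conversion of the whole library would raise every locus, and the lowest tested locus was at 0.687%. This argues against it as the cause of the level at Igf2. The value on chromosome 4 is from a single CpG, so setting it against locus means does not test incomplete conversion. A locus-specific failure of conversion was not tested. Irs1_b had 0.911% in 35 animals, Pparg 0.765% in 32 animals, and the untested CpGs of Srebf1, Rxra and Nr1h3 had 1.50% in 35 animals. Of these, Srebf1_1 had 0% in 3 animals and Srebf1_24 had no value, so the methylated reads came from Rxra and Nr1h3. Among the untested CpGs of Nr1h3, Nr1h3_14 had 3.85% and Nr1h3_19 had 3.10%, each in 26 animals. This pair was picked for lying above 1.57%, which is a locus mean, so exceeding it does not test incomplete conversion. Among tested single CpGs of the same locus, Nr1h3_7 had 4.07%. The highest of the other CpGs was Irs1_b_1 with 1.54%, within the level of the tested loci under 2%, where residual unconverted cytosine cannot be told apart from methylation.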

How the results depend on the processing

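None of the CpGs and loci named for the smallest p-value in a pairwise comparison reversed direction under the alternatives run for them. Other loci were not followed in this way. In LH vs LL Plagl1 moved from -1.50 to 1.35 points with runs of animal numbers as a block, and was 1.33 points in the same animals without the block. Counts of CpGs past the adjusted threshold stayed at 0 in HH vs LH and in LH vs LL under all alternatives run, and for the interaction and for maternal diet over both post-weaning diets under those run for them, which did not include leaving out animals. Unadjusted counts were 7, 20, 17 and 30. Coverage minima of 1, 30 and 100 reads left the same 253 CpGs, since every count above 0 was at least 100 reads, and so say nothing about stability. The alternative of a value in all 40 samples was run on 39 animals and left 163 CpGs.

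Leaving out 1 animal at a time gave from 0 to 11 CpGs and from 0 to 1 loci in HL vs LL, against 0 and 0 with all animals. The calls appeared without HL replicate 7 (11 CpGs, 1 locus) and without LL replicate 6 (5 CpGs, 1 locus). In HH vs HL these fits gave from 0 to 2 CpGs, with 2 only without HH replicate 1, and 1 locus throughout. The cause was not tested.

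With only CpGs of a mean of 2 to 98%, an alternative chosen after seeing the data, 89 CpGs at 10 loci were tested: 11 CpGs and 1 locus (Plagl1) passed in HL vs LL, and 3 CpGs (Lepr_1, Lepr_4 and Lepr_7) in HH vs HL. Fewer tests lower the adjustment, while the named differences stayed at -5.81 points for Plagl1 and 3.08 points for Lepr_4. With a value in at least 5 animals of each group, also chosen after seeing the data, 2 loci passed in HH vs HL, Lepr and Irs1_b, because 3 more loci were tested. The Lepr call was lost, with 0 loci past the threshold, under the quasi-binomial model (adjusted p 0.0746) and under adjustment over all 4 comparisons (adjusted p 0.0527). Pooling the reads of a locus without that model kept the call, and what in the model removed it was not tested. Adjustment over all 4 comparisons brings in more tests.

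The detectable difference at CpGs of loci with a mean of 2% or more was 10 points under the Wilcoxon rank-sum test, against 8. The other results were locus levels, unadjusted counts and single sites, each set against its alternatives. Of these outcomes, 624 stayed the same, 29 were stronger, 29 weaker and 2 moved. The 2 that moved were the levels of Lepr and Nr1h3 with only CpGs of a mean of 2 to 98%. Staying the same does not mean an identical value, since a level could shift by up to 1 SD between animals. The tally includes the coverage minima that left the tested CpGs unchanged, so it does not measure stability. Exact p-values as the share of splits with an absolute difference at least as large changed no call. No paired analysis was possible because replicate numbers were given in accession order. Runs of animal numbers within a maternal diet were used as a block in the post-weaning comparisons, an alternative chosen after seeing the data. With this block 0 loci passed in HH vs HL, whether runs stepped by up to 3 or up to 5 (smallest adjusted p 0.831 and 0.769). It left 12 and 15 animals and an exact p of at least 0.0125 and 0.00714, so a single locus of 19 could not pass alone and the adjusted outcome says nothing. The difference at Lepr was itself smaller, at 0.920 and 0.936 points within runs against 1.75 over all animals, and was 1.15 and 1.36 points in the same animals without the block. The maternal comparisons cannot be blocked, since a run holds 1 maternal diet. Litter therefore stays open as an explanation of any maternal difference.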

Other observations

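Of the tests below, those on the conversion level, single animals and runs of animal numbers at Lepr and the other loci, on even read counts and on the spread between animals were chosen after the values were seen, as was the comparison at Irs1_b.

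Each comparison was set against 100 splits of its animals, the real one included. The splits move single animals and ignore litters, while maternal diet was given to dams. For maternal diet they therefore do not measure chance differences between litters. Counts of 0 past the adjusted threshold are matched by 100 of the 100 splits and say nothing. For the CpGs with an unadjusted p under 0.05, as many were given by 1 of the 100 splits in HL vs LL (37 CpGs), 91 in HH vs LH (7 CpGs), 11 in LH vs LL (20 CpGs), 2 in HH vs HL (32 CpGs), 15 for the interaction (17 CpGs) and 1 for maternal diet over both post-weaning diets (30 CpGs). The 1 locus past the adjusted threshold in HH vs HL was matched or exceeded by 8 of the 100 splits. A share near 5% is what the adjusted threshold itself allows in unchanged groups, and the count ignores how small a p-value is, so it says nothing about Lepr.

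At Lepr, reads did not differ in number between HH and HL (permutation p 0.645), the loci under 2% without Ebp differed by 0.0159 points between the groups, and the adjusted p stayed at or below 0.0278 over the 19 fits that each left out 1 animal. These argue against depth, conversion of the whole library and a single animal as the cause. A difference in conversion at Lepr alone was not tested. Chance was not excluded, since the adjusted p was 0.0132 within the comparison but 0.0527 over all 4 comparisons together.

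Litter or cage also stays open for Lepr. Within the runs of animal numbers that hold both groups, which may mark cages, the difference had an exact permutation p of 0.125, so diet and run cannot be told apart with 12 animals. In LH vs LL, Lepr was higher in LH within each run that holds both groups, by 1.65 and 1.76 points. Differences between runs do not account for these values. Their adjusted p in the exact permutation test was 0.127, and they do not settle HH vs HL. Within groups, animals of a run lay closer together at Lepr than other animals (1-sided permutation p 0.00840, adjusted p 0.0826 over 19 loci), and 64.6% of the variance within groups lay between runs. A shared litter or cage is a candidate explanation for part of the spread, although the adjusted p did not pass. Of the other 18 loci, 0 passed the adjusted threshold in this test and 1 had an unadjusted p under 0.05, Ebp, where the animal at 20.8% is the only member of its group in its run. A difference due to post-weaning diet remains among the open explanations.

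At Plagl1, reads did not differ in number between HL and LL (permutation p 0.232). Residuals of its CpGs had a median correlation of 0.885 with each other and 0.00971 with CpGs of other loci, across animals. The 17 Plagl1 CpGs in HL vs LL are therefore consistent with 1 signal counted 17 times. HL enters both HL vs LL and HH vs HL. Over the 19 loci the standardised differences correlated at -0.512, within the range from -0.801 to -0.104 that unchanged groups gave, so the opposite directions could come from the shared group alone.

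Among the 9 loci with a mean of 2% or more, 0 of the 36 pairs of loci had an adjusted permutation p under 0.05 for the correlation of residuals across animals. The smallest p was for Nr1i3 and Pck1, with Pearson's r 0.413 (permutation p 0.00946, adjusted p 0.301) and Spearman's rho 0.464 (permutation p 0.00303, adjusted p 0.109) over 39 animals, and r 0.362 without the 2 animals farthest from the median at Nr1i3.

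Residuals of the loci under 2% were weakly correlated, with a mean r of 0.0545 over all 10 such loci (1-sided permutation p 0.0245) and 0.0522 without Ebp (1-sided permutation p 0.0375). A conversion rate shared by the loci of a library is a candidate explanation, and its share of the variation would be small. Animals numbered next to each other in a group, which might be litter mates or have been handled together, were not more alike than other pairs on average over the 19 loci (1-sided permutation p 0.173, 21 pairs).

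Of the read counts, 77.6% were even, where 50% would be even by chance, and a share over all loci does not decide why. Across 22 loci the even share ranged from 56.5 to 100% and was higher where the CpGs spanned fewer bases (Spearman's rho -0.707, permutation p 2e-04, the smallest that these permutations can give; Pearson's r -0.575). Overlapping mates of a read pair that were each counted are a candidate explanation. Steps in median reads inside some loci go with it. Plagl1_8 had 1444 reads against 741.5 at Plagl1_7, and Insig2_9 had 12960 against 6481.5 at Insig2_8. Other loci, such as Nr1i2, had no such step (24863 reads at Nr1i2_1, 24780 at Nr1i2_5). If mates were each counted, counting intervals would be too narrow, and depths and variance ratios too high. Counting error alone does not account for the spread between animals at the median locus, where the variance was 28.6 times the binomial variance. The ratio was as low as 3.54 at Rxra and 3.71 at Plagl1, where intervals that are too narrow would matter more.

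Irs1_b, a second locus in Irs1 (chromosome 1, 82287315 to 82287497, 5′ UTR), was not in the tested set because it had values in 35 animals. Its mean was 1.14% ± 0.216 in HH (10 animals) and 0.788% ± 0.180 in HL (9 animals). The difference of 0.353 points had an exact permutation p of 0.00141 and an adjusted p of 0.0155 over 22 loci, higher in 10 of 10 HH animals. Reads did not differ in number between the groups (permutation p 0.449), which argues against depth. The level is near that of unconverted residue at other loci, so the difference was not told apart from conversion at this locus.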
